A study of Homo sapiens with 12 samples. Its data were reported in "Targeting DNA Methylation Depletes Uterine Leiomyoma Stem Cell–enriched Population by Stimulating Their Differentiation" (2020).

How the data were processed

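RNA was measured by RNA-seq in 12 libraries of primary human uterine leiomyoma (LM) cells. LM is a benign tumour of the smooth muscle wall of the uterus. Cells of 4 patients were sorted by flow cytometry on the surface proteins CD34 and CD49b into 3 populations, and each population had 1 library per patient (n = 4). LM stem cells (LSC) carried both proteins, LM intermediate cells (LIC) carried CD34 without CD49b, and LM differentiated cells (LDC) carried neither. CD49b is the integrin encoded by ITGA2. Libraries are named here by population and patient number, so that LSC1 is the LSC library of patient 1.

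The authors deposited raw read counts per gene symbol, with no normalization and no pooling, for each library. The processing notes name cutadapt, STAR, HTSeq, DESeq2 and the hg19 genome without versions, whereas the methods of the paper name TopHat for the alignment, so the aligner is stated in different ways. The gene annotation, the strand setting and the filters on reads were not given in the sources used here. The NEBNext Ultra II RNA kit used for the libraries does not preserve strand, so reads of a gene and of a gene on the opposite strand of the same place could not be told apart. Each file held 56638 symbols and 5 tally lines that name no gene. The tallies stayed out of library sizes and tests. Reads in no annotated gene made up 36.71 to 57.16% of the tallied reads, reads aligned to several places 3.66 to 8.48%, and reads shared by several genes 1.63 to 2.55%. All 37 mitochondrial symbols and PECAM1 were listed at 0 in every library, so neither could be used. Genes that tell the sex of a donor were left out of every table, which left 56230 symbols. Gene positions were taken by symbol from the GENCODE v44lift37 annotation of GRCh37, which is not necessarily the annotation behind the counts. It held 33119 of the symbols exactly 1 time (58.5%).

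Total gene counts per library ran from 11852962 to 18895858. Levels are given in CPM, the reads of a gene scaled to the TMM-adjusted total of its library over the genes kept by the filter below. At this depth a level below 1 CPM rests on few reads. Depth and SD are given for counting and replicate error only, since reads were not tagged by molecule.

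Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (count of 10 in a library, total of 15), which left 19334 genes. Libraries were scaled by TMM, and a single quasi-likelihood model with the population as its only term was fitted to all 12 libraries (9 residual degrees of freedom). The contrasts LSC minus LIC, LSC minus LDC and LIC minus LDC were tested two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Log2 fold changes are given ± SE, where the SE is the fold change divided by the square root of its F statistic. Levels in CPM are means ± SD over 4 libraries. Genes higher or lower in LSC than in both other populations were those past the threshold in the same direction in both LSC contrasts. The position of LIC was the projection of each LIC library, on log2 CPM with a prior count of 2, onto the line from LSC (0) to LDC (1) of the other patients. Principal components used the 1000 genes with the largest variance.

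A total of 24 gene lists was fixed before the data were examined. They held smooth muscle contractile genes, steroid receptors and cofactors, TGF-beta and BMP signalling, WNT signalling, the DNA methylation machinery, extracellular matrix, MHC class I and class II antigen presentation, interferon response, NOTCH signalling, pluripotency and stem cell genes, HOX genes, proliferation, and immediate early and dissociation stress genes. The others were markers of endothelial, lymphatic endothelial, pericyte, fibroblast, leukocyte, mast, erythroid, epithelial and Schwann cells. The 21 lists with at least 5 tested members were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over 63 tests, and again with an estimated correlation and with fry. The results of 1 further list and of some genes the rule took are not reported here, though they stayed in the counts and in the adjustment. A list is described by its calls over all genes and by the calls adjusted over the list alone.

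The rule for the genes named in the text was also fixed before the data were examined. It took the sort markers CD34 and ITGA2 and 12 genes of DNA methylation, of hormone response or followed up in the paper. The paper picked ESR1, TIMP3, ROR2 and MYH11 among genes it found lower in LSC, so their lower levels here are no independent result. Candidates in each contrast were past the threshold and moved the same way in all 4 patients. Their mean in the higher population was at least 10 CPM. Of these candidates, the rule took the 8 with the largest rise and the 8 with the largest fall. It also took up to 4 members of each list past the threshold with the largest change. Of those list members, mainly the ones whose calls held with each library left out were named, a choice made after their values were seen. Of the 118 genes named, 116 were found in the annotation (GPR126 and FIGF are older symbols), and 47 of these had exons that overlap those of another gene on either strand, 22 of them a protein-coding gene. The overlap covered 61.3% of the exon length of CLEC3B, 44.8% of LCN10, 44.3% of LCN6, 30.7% of HLA-B, 23.6% of MCM2, 20.5% of PENK, 19.5% of TAP2, 18.9% of FZD4, 16.3% of BMP4, 16.1% of PDGFRA and 15.6% of HLA-F. The values of these genes are uncertain to that extent, as are those of the MHC genes, which share reads with near-identical copies.

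The patient numbers pair the libraries, since each patient gave all 3 populations. Deviations from the population means were correlated at r = 0.44 on average between libraries of the same patient (0.2 to 0.61, 12 pairs) and at r = -0.15 between libraries of different patients (-0.31 to 0.06, 36 pairs). The methods of the paper state no patient term, and the model here left the patient out, with the patient as a block as an alternative. The model without the patient called fewer genes in each contrast, so a difference not called by it can pass with the block. Other alternatives were DESeq2 1.42.0, RLE scaling, no filter beyond a total count of 1, only the 8 libraries compared, a fold threshold of 2, an estimated correlation for the lists, another prior count or gene set for the position of LIC, and each library (each patient, for the position of LIC) left out in turn. Thinning every library to the smallest total was added after the data were seen. For each contrast, all 35 splits of its 8 libraries into groups of 4 were fitted in the same way.

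The tests were tried on simulated data with 200 genes raised or lowered by a known fold in LSC, drawn from the means and library sizes measured. For the comparison of LSC and LIC, edgeR recovered 0% of the 2-fold changes among 18798 genes, 46% of the 4-fold changes among 18968 genes (5.15% of calls false) and 83.5% of the 8-fold changes among 18825 genes (2.91% false). For LSC and LDC it recovered 0, 47.5 and 82.5% over the same genes, with 5 and 3.51% of calls false at 4-fold and 8-fold. In the same simulations of LSC and LIC, DESeq2 on 19334 genes recovered 11.5, 77 and 91.5%, with 54, 25.2 and 20.4% of its calls false. Only those 200 genes changed, and no patient effect was simulated. In the data edgeR called 3769 genes between LSC and LIC, so the adjustment there was less strict. Of these, 3162 changed at least 2-fold, so smaller changes were called too. The simulated shares of recovered and false calls therefore need not hold for the data. Of 200 unchanged lists drawn for LSC and LIC over 19334 genes, camera gave 5 an unadjusted p under 0.05. Genes were simulated independently, so this does not test the preset correlation for lists whose members move together. For the endothelial markers the estimated correlation was 0.65.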

Results

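RNA-seq counts of 12 libraries were compared between 3 sorted populations of uterine LM cells from the same 4 patients. LSC carried CD34 and CD49b, LIC carried CD34 alone, and LDC carried neither. Total gene counts were 14779926 ± 2141111 (SD, n = 4) in LSC, 17230797 ± 1710510 in LIC and 16534642 ± 1746849 in LDC. By patient number, the LSC libraries held 11852962, 16983581, 14956827 and 15326335 counts, the LIC libraries 18895858, 18505766, 15930586 and 15590977, and the LDC libraries 17873049, 18098248, 15678363 and 14488906. Fold changes below are on the log2 scale with their SE, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. Coordinates are those of GRCh37, the hg19 assembly.

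The 3 populations separated by expression, with LIC between the other populations on the first principal component but not on the second. The first principal component held 52.6% of the variance and placed LSC at 52.09 to 79.45, LIC at -29.4 to 10.92 and LDC at -60.44 to -37.31. The second held 17.5% and ran from -20.03 to 32.01 in LSC, -47.17 to 0.93 in LIC and 1.81 to 38.42 in LDC. On it, LIC was the lowest population in each patient. The projection below measures only the place along the line from LSC to LDC, and not how far LIC lies off it. On the line from LSC (0) to LDC (1), LIC lay at 0.662 ± 0.055 (SD, n = 4), nearer to LDC. The root mean square difference within a patient was 1.27 ± 0.2 between LSC and LIC, 1.5 ± 0.29 between LSC and LDC, and 1.05 ± 0.11 between LIC and LDC (SD, n = 4).

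**Figure D1:**
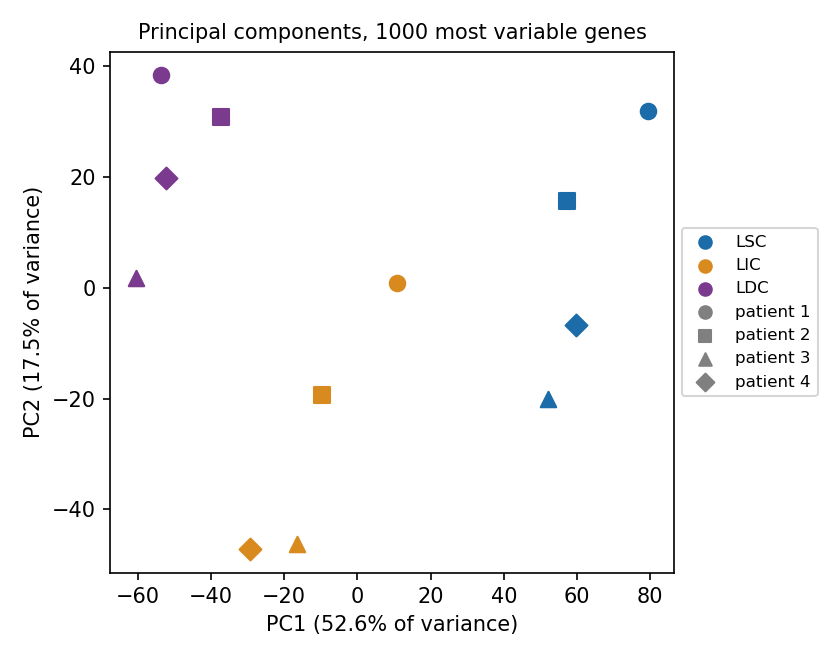
First and second principal components of log2 CPM over the 1000 most variable genes, 1 point per library, coloured by population and shaped by patient. LSC libraries lie at 52.09 or above on the first component, LDC libraries at -37.31 or below, and LIC libraries between them.

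The sort markers followed the gates. CD34 (chromosome 1, 208054317 to 208084747) stood at 104 ± 8.68 CPM in LSC, 77.1 ± 9.06 in LIC and 2.16 ± 1.45 in LDC (SD, n = 4). It was higher in LSC than in LDC by 5.58 ± 0.43 (adjusted p = 3.65e-05) and higher in LIC than in LDC by 5.14 ± 0.42 (adjusted p = 0.000468). Its difference between LSC and LIC, 0.43 ± 0.35, did not pass the test (adjusted p = 0.396). ITGA2 (chromosome 5, 52285170 to 52390609) stood at 263 ± 224 CPM in LSC, 18.9 ± 10.1 in LIC and 5.43 ± 2.09 in LDC. It was higher in LSC than in LIC by 3.8 ± 0.66 (adjusted p = 0.00453) and than in LDC by 5.6 ± 0.72 (adjusted p = 0.000322). Between LIC and LDC its difference of 1.8 ± 0.62 did not pass the test (adjusted p = 0.13), but it did with the patient as a block (1.7, adjusted p = 0.0232).

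The comparison of LSC with LIC asked how cells with CD49b differ from the other CD34-positive cells of the tumour. Genes of blood vessel endothelium were higher in LSC: 19 of the 20 tested endothelial markers rose, with a median log2 fold change of 3.25. VWF, the clotting glycoprotein of endothelial granules, stood at 2800 ± 404 CPM in LSC against 140 ± 86.9 in LIC (SD, n = 4). CD93, a receptor on endothelial cells, stood at 2200 ± 772 against 148 ± 166 CPM. Some genes of fibroblasts (2 of 17), of extracellular matrix (8 of 29) and of WNT signalling (10 of 25) were lower in LSC, and these lists were lower as groups, but not with an estimated correlation (adjusted p = 0.495 for each). In all, 3769 of 19334 genes differed, 2005 higher and 1764 lower in LSC.

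The endothelial list changed as a group (camera adjusted p = 1.72e-15, adjusted p = 0.276 with an estimated correlation), and 20 members rose adjusted over the list alone. VWF rose by 4.33 ± 0.68 (adjusted p = 0.00324). The endothelial nitric oxide synthase NOS3 rose by 4.24 ± 0.64 (adjusted p = 0.00255), PLVAP, a protein of endothelial fenestrae, by 4.19 ± 0.72 (adjusted p = 0.00448) and CD93 by 3.89 ± 0.7 (adjusted p = 0.00521). Among the 8 genes with the largest rises were SELE and SELP, adhesion receptors that endothelium shows to leukocytes. SELE stood at 7440 ± 3910 CPM in LSC and 255 ± 202 in LIC, a rise of 4.87 ± 0.86 (adjusted p = 0.0049). SELP rose by 4.71 ± 0.79 (adjusted p = 0.00405). The others were TLL1, a protease that acts on procollagens (5.05 ± 0.61, adjusted p = 0.00112), ZNF385D (4.82 ± 0.5, adjusted p = 0.00112), TRPM6, a magnesium channel (4.83 ± 0.96, adjusted p = 0.00758), and CYP1A1, an oxidase of foreign compounds (4.64 ± 0.96, adjusted p = 0.00893). The neighbouring lipocalin genes LCN10 (chromosome 9, 139632619 to 139637808) and LCN6 (139638469 to 139642977) rose by 5.67 ± 1.19 (adjusted p = 0.00914) and 5.16 ± 1.01 (adjusted p = 0.00705). Both share exon sequence with another protein-coding gene annotated on the same strand, so some of these reads could belong to it. All of these rose in 4 of 4 patients.

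Genes that present antigens were higher in LSC too. Of 17 tested MHC class I genes, 12 rose and 13 did so adjusted over the list alone (median 1.74, camera adjusted p = 2.26e-05, adjusted p = 0.495 with an estimated correlation). HLA-F rose by 2.12 ± 0.31 (adjusted p = 0.00238) and HLA-B by 2.07 ± 0.36 (adjusted p = 0.00471). Of 10 MHC class II genes, 7 rose and 9 did so adjusted over the list alone (median 2.83, camera adjusted p = 5.83e-06, adjusted p = 0.394 with an estimated correlation). CD74, the chain that escorts class II molecules, stood at 667 ± 558 CPM against 48.4 ± 56.5 and rose by 3.78 ± 0.92 (adjusted p = 0.016), and HLA-DRA rose by 3.7 ± 0.79 (adjusted p = 0.00965). The interferon list had 4 of 21 members higher, 4 of them adjusted over the list alone, among them IFI27 (3.37 ± 0.69, adjusted p = 0.00835) and GBP4 (2.75 ± 0.54, adjusted p = 0.00709). As a group it passed the test (median 0.93, camera adjusted p = 0.0343, adjusted p = 0.78 with an estimated correlation), but not without LSC1 (adjusted p = 0.0765), LSC3 (0.0726) or LIC4 (0.183). Endothelial markers moved the same way as these lists.

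NOTCH genes moved both ways, with 5 higher and 4 lower of 16, the same counts adjusted over the list alone (median 0.28, camera adjusted p = 0.368). The receptor NOTCH4 rose by 3.04 ± 0.64 (adjusted p = 0.00959) and the ligand DLL4 by 3.01 ± 0.7 (adjusted p = 0.014), while the NOTCH target HEYL fell by 2.7 ± 0.58 (adjusted p = 0.00979). Of 25 tested HOX genes 10 rose and 3 fell, 11 and 3 adjusted over the list alone (median 0.83, camera adjusted p = 0.00888, adjusted p = 0.495 with an estimated correlation, and 0.0561 without LIC3), including HOXD9 (3.01 ± 0.61, adjusted p = 0.00814) and HOXB4 (2.94 ± 0.66, adjusted p = 0.0118). Endothelial markers moved the same way as the HOX list. Among pluripotency and stem cell genes, 1 of 10 tested members rose, also adjusted over the list alone (camera adjusted p = 0.88). That was ABCG2, an efflux transporter, at 226 ± 98.9 against 37.4 ± 21 CPM (2.6 ± 0.46, adjusted p = 0.00474).

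Few fibroblast markers were called between LSC and LIC without the patient as a block (1 higher and 9 lower with it). Their list had 2 members lower and 1 higher of 17, and 9 lower and 1 higher adjusted over the list alone (median -1.99, camera adjusted p = 0.0019, adjusted p = 0.495 with an estimated correlation). The platelet-derived growth factor receptor PDGFRA, a fibroblast marker, fell by 2.38 ± 0.73 (adjusted p = 0.0401), a call lost without LSC1 (adjusted p = 0.0652), LSC2 (0.0658), LSC3 (0.0542), LSC4 (0.0894), LIC2 (0.0948) or LIC4 (0.073). CLEC3B, the member that rose (3.34 ± 0.73, adjusted p = 0.0109), shares 61.3% of its exon length with another gene. Of 29 extracellular matrix genes 8 fell and 0 rose, 11 and 1 adjusted over the list alone (median -1.31, camera adjusted p = 4.7e-05, adjusted p = 0.495 with an estimated correlation). The collagen gene COL6A2 fell by 1.86 ± 0.5 (adjusted p = 0.0245), but not past the threshold without LSC2 (adjusted p = 0.0593), LSC4 (0.0586) or LIC2 (0.0527). Among the largest falls were genes on no list tested here. LAMC3, a laminin chain, stood at 4.25 ± 2.47 CPM in LSC, 116 ± 103 in LIC and 6.13 ± 2.28 in LDC, and fell by 4.77 ± 0.81 (adjusted p = 0.00429). TNN, a tenascin, fell by 4.6 ± 0.88 (adjusted p = 0.00654), DLK1, a delta-like membrane protein, by 4.54 ± 1.09 (adjusted p = 0.0152), the proteoglycan SDC1 by 4.21 ± 0.95 (adjusted p = 0.0118) and the growth factor FGF1 by 4.12 ± 0.96 (adjusted p = 0.014), each in 4 of 4 patients. Without LIC3, at 53.5 CPM against 2.19 to 8.31 in the other LIC libraries, FGF1 fell by 2.39.

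Like that of FGF1, the large falls of the peptide hormone gene PENK, the chemokine CXCL14 and the ligand WNT2 rested on few libraries. PENK fell by 5.65 ± 1.56 (adjusted p = 0.0267), but by 2.01 without LIC3 (adjusted p = 0.163), and missed the threshold without LSC1 (0.0772), LSC2 (0.053), LSC3 (0.0588) or LSC4 (0.0622). CXCL14 fell by 5.5 ± 1.56 (adjusted p = 0.0305), by 3.25 without LIC3 (adjusted p = 0.108) and by 8.4 without LSC3, and was not called without LSC1 (0.0763), LSC2 (0.0739) or LSC4 (0.0674). WNT2 fell by 4.39 ± 1.17 (adjusted p = 0.0231) and by 2.82 without LIC3 (adjusted p = 0.0732), and was not called without LSC1 (0.0563), LSC2 (0.0573) or LSC4 (0.064).

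Of 25 genes of WNT signalling, 10 fell and 2 rose, 14 and 2 adjusted over the list alone (median -1.67, camera adjusted p = 0.00673, adjusted p = 0.495 with an estimated correlation). Fibroblast markers moved the same way as the WNT list (median -1.99), and endothelial markers the other way (median 3.25). The receptor FZD2 fell by 2.44 ± 0.57 (adjusted p = 0.0139), and the secreted antagonist SFRP2 fell by 3.39 ± 0.84 (adjusted p = 0.0178, and 0.0562 without LSC1). The receptor FZD4, which endothelium uses, rose by 2.36 ± 0.28 (adjusted p = 0.00114). TGF-beta and BMP signalling had 2 of 22 members higher and 2 lower, the same adjusted over the list alone (camera adjusted p = 0.692), with the ligand TGFB3 (-2.23 ± 0.35, adjusted p = 0.00304) and the receptor BMPR1A (-2.14 ± 0.4, adjusted p = 0.00612) lower. Smooth muscle contractile genes had 0 of 23 members called by edgeR, also adjusted over the list alone, 5 at an unadjusted p under 0.05 and 3 by DESeq2, all of these lower. As a group they were lower (median -0.82, camera adjusted p = 0.0107, adjusted p = 0.593 with an estimated correlation), though not without LSC1 (0.0514) or LIC1 (0.133). Pericyte markers went both ways, 2 higher and 2 lower of 10 and 3 and 2 adjusted over the list alone (camera adjusted p = 0.761), with the adhesion protein MCAM higher by 2.86 ± 0.34 (adjusted p = 0.00112) and PDGFRB lower (-2.37 ± 0.41, adjusted p = 0.00451).

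With the patient as a block, 6622 genes differed between LSC and LIC, 3172 higher and 3450 lower in LSC, so the balance of the directions turned. With DESeq2 the balance did not turn, at 2743 higher and 2697 lower. The total fell to 1932 without LSC1, 2336 without LSC4 and 2391 without LIC2. Of the higher genes 1172 were left without LSC1 and 1331 without LIC2, and of the lower genes 760 without LSC1, 1117 without LSC2, 881 without LSC4, 1060 without LIC2 and 1144 without LIC4. The block also moved list calls by over 1.5 times, to 1 higher and 18 lower for extracellular matrix, 10 and 2 for interferon, 1 and 9 for fibroblast markers, 3 and 7 for TGF-beta and BMP, 3 and 7 for the steroid list, 2 and 1 for pluripotency, 1 and 2 for DNA methylation and 0 and 2 for contractile genes.

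**Figure D2:**
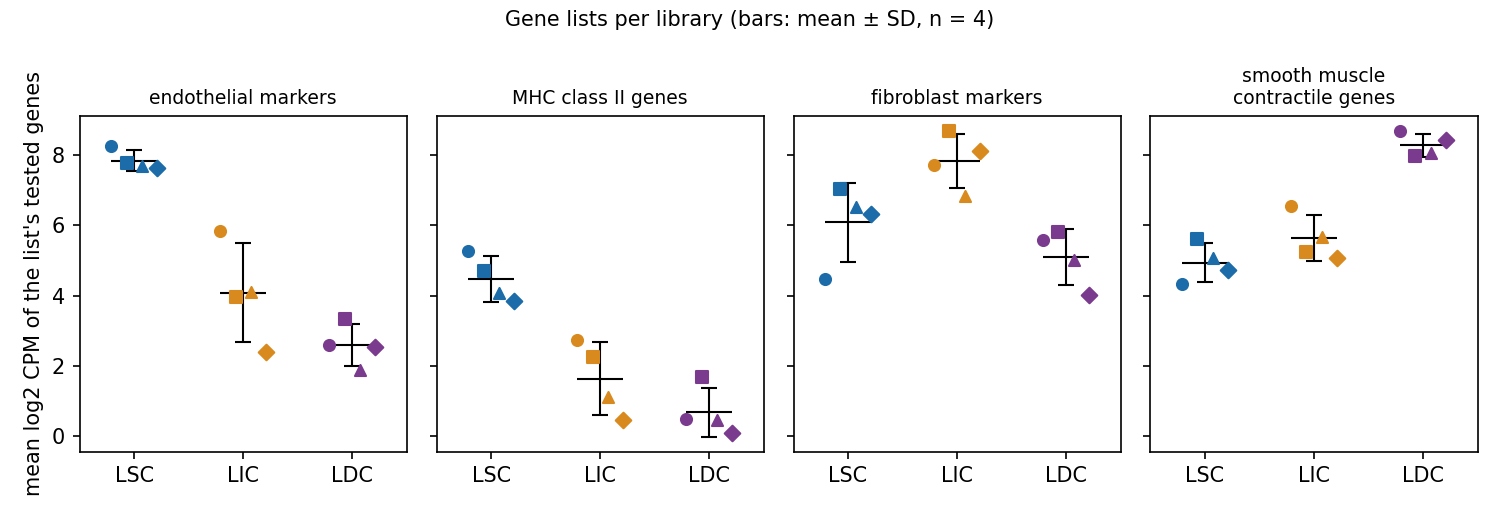
Mean log2 CPM over the tested genes of 4 lists in each library, with points shaped by patient and bars for mean ± SD (n = 4). Endothelial markers averaged 7.84 in LSC, 4.08 in LIC and 2.59 in LDC, and smooth muscle contractile genes 4.94, 5.64 and 8.28.

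The comparison of LSC with LDC set the ends of the proposed course of differentiation side by side. LDC expressed the contractile program of smooth muscle, and LSC that of endothelium: all 23 smooth muscle contractile genes were lower in LSC and 19 of 20 endothelial markers were higher. MYH11, the smooth muscle myosin heavy chain (chromosome 16, 15796992 to 15950885), stood at 409 ± 337 CPM in LSC and 6050 ± 1170 in LDC (SD, n = 4), a log2 fold change of -3.89 ± 0.61 (adjusted p = 0.000855). In all, 5287 of 19334 genes differed, 2639 higher and 2648 lower in LSC.

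The contractile list fell as a group, with a median of -3.51 (camera adjusted p = 5.76e-16, adjusted p = 0.166 with an estimated correlation) and 23 members lower adjusted over the list alone. DES, the intermediate filament of muscle, stood at 147 ± 93.3 against 2570 ± 1020 CPM and fell by 4.12 ± 0.74 (adjusted p = 0.00188). MYOCD, the coactivator that switches on smooth muscle genes, fell by 4.13 ± 0.92 (adjusted p = 0.00623), the potassium channel subunit KCNMB1 by 4.12 ± 0.68 (adjusted p = 0.00122) and PCP4 by 4.29 ± 0.98 (adjusted p = 0.00718). Pericyte markers had 5 members lower and 1 higher of 10, 6 and 1 adjusted over the list alone, and CSPG4 fell by 2.93 ± 0.59 (adjusted p = 0.00353). That list passed the test (median -1.51, camera adjusted p = 0.0347, adjusted p = 0.495 with an estimated correlation), but not with the patient as a block (0.0581) or without LSC3 (0.0715) or LDC3 (0.081).

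Endothelial markers had a median of 5.54 over the comparison with LDC (camera adjusted p = 2.52e-17, adjusted p = 0.276 with an estimated correlation), and 20 rose adjusted over the list alone. The endothelial cadherin CDH5 stood at 608 ± 174 CPM in LSC and 9.26 ± 5.18 in LDC, a rise of 6.03 ± 0.86 (adjusted p = 0.000542). ECSCR rose by 6.09 ± 0.86 (adjusted p = 0.000527), VWF by 6 ± 0.74 (adjusted p = 0.000266) and EMCN by 5.91 ± 0.87 (adjusted p = 0.000618), and all of them are surface or secreted proteins of endothelium. Lymphatic endothelial markers had 3 of 8 members higher, 4 adjusted over the list alone, including the receptor FLT4 (5.86 ± 1.21, adjusted p = 0.0041). As a group these passed the test (median 2.67, camera adjusted p = 0.0494, adjusted p = 0.591 with an estimated correlation), but not with the patient as a block (0.0647) or RLE scaling (0.0513). They also missed the threshold without LSC1 (0.0735), LSC3 (0.0949), LIC2 (0.0521), LIC3 (0.0575), LDC1 (0.0519), LDC2 (0.059), LDC3 (0.0669) or LDC4 (0.104).

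The 8 largest rises were in MMRN1, a carrier protein of endothelium and platelets (7.07 ± 1.62, adjusted p = 0.00739), GPR126, an adhesion receptor (6.96 ± 1.05, adjusted p = 0.000718), TLL1 (6.96 ± 0.67, adjusted p = 8.86e-05), SELE (6.68 ± 0.94, adjusted p = 0.000511), MPZL2 (6.53 ± 0.85, adjusted p = 0.000351), SELP (6.52 ± 0.87, adjusted p = 0.000394), SLC5A4 (6.47 ± 1.24, adjusted p = 0.00268) and FAM110D (6.45 ± 0.74, adjusted p = 0.000195). Each rose in 4 of 4 patients. In LDC, SLC5A4, FAM110D and GPR126 rested on 8, 10 and 20 reads over 4 libraries. Among the 8 largest falls, NPAS4, an activity-dependent transcription factor, fell by 5.04 ± 1.19 (adjusted p = 0.00847) in 4 of 4 patients. CHRDL2, a BMP antagonist, fell by 4.77 ± 1.34 (adjusted p = 0.0199, and 0.0604 without LSC1).

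The calls of another 5 of these falls were lost in several of the fits with 1 library left out. The call of DCX (-4.9 ± 1.41, adjusted p = 0.0227) ended without LSC1 (0.0663), LSC2 (0.059), LSC3 (0.052) or LDC4 (0.0555). That of ASB5 (-4.7 ± 1.5, adjusted p = 0.0353) ended without LSC1 (0.0935), LSC2 (0.0856), LSC3 (0.0773), LDC1 (0.0508) or LDC4 (0.11). That of ANGPTL1 (-4.63 ± 1.46, adjusted p = 0.0331) ended without LDC1 (-2.15, adjusted p = 0.193), LSC1 (0.0559), LSC2 (0.0823), LSC3 (0.0754) or LSC4 (0.0863). That of IRS4 (-4.56 ± 1.33, adjusted p = 0.0236) ended without LSC1 (0.0559), LSC2 (0.0578), LSC4 (0.0671) or LDC1 (0.0634), and that of SLC24A2 (-4.54 ± 1.32, adjusted p = 0.023) without LSC1 (0.0611), LSC4 (0.0531) or LDC1 (-2.69, adjusted p = 0.104).

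Antigen presentation genes were higher in LSC than in LDC as well. MHC class I had 10 of 17 members higher, and 12 higher and 1 lower adjusted over the list alone (median 1.54, camera adjusted p = 0.000232, adjusted p = 0.495 with an estimated correlation), with the peptide transporter TAP2 up by 1.98 ± 0.39 (adjusted p = 0.00325). MHC class II had 9 of 10 higher, and 10 adjusted over the list alone (median 4.03, camera adjusted p = 3.68e-07, adjusted p = 0.301 with an estimated correlation), with CD74 up by 5.28 ± 0.99 (adjusted p = 0.00237) and HLA-DMA, which loads class II molecules, by 4.45 ± 0.69 (adjusted p = 0.000787). The interferon list had 8 of 21 higher, 9 adjusted over the list alone (median 1.82, camera adjusted p = 4.79e-05, adjusted p = 0.495 with an estimated correlation). GBP4 rose by 4.92 ± 0.6 (adjusted p = 0.00026) and the antiviral GTPase MX1 by 2.9 ± 0.64 (adjusted p = 0.00596). Endothelial markers again moved with these lists.

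NOTCH genes had 8 higher and 3 lower of 16, 8 and 4 adjusted over the list alone, with the ligand JAG2 up by 3.9 ± 0.63 (adjusted p = 0.00104). This list passed the test (median 1.06, camera adjusted p = 0.0494, adjusted p = 0.495 with an estimated correlation), but not with RLE scaling (0.0513) or the patient as a block (0.0711), and endothelial markers moved the same way. It also missed the threshold without LSC1 (0.0548), LSC3 (0.103), LIC2 (0.0544), LIC3 (0.0592), LDC1 (0.0614) or LDC2 (0.148). WNT signalling had 13 members lower and 2 higher of 25, 14 and 3 adjusted over the list alone (median -1.09, camera adjusted p = 0.00658, adjusted p = 0.495 with an estimated correlation). Contractile genes moved the same way as the WNT list, and endothelial markers the other way. LEF1, a transcription factor of the pathway, rose by 4.43 ± 0.67 (adjusted p = 0.000718) and the secreted antagonist SFRP4 fell by 2.97 ± 0.6 (adjusted p = 0.00364).

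Other lists did not pass as groups between LSC and LDC. TGF-beta and BMP signalling had 4 members higher and 5 lower of 22, the same adjusted over the list alone (camera adjusted p = 0.744). Of 29 extracellular matrix genes 1 fell, also adjusted over the list alone. It was the protease inhibitor TIMP2 (-1.54 ± 0.29, adjusted p = 0.00238), and the group missed the threshold (camera adjusted p = 0.253, and 0.0237 without LSC3). Fibroblast markers had 6 members higher and 1 lower of 17, the same adjusted over the list alone (camera adjusted p = 0.216, and 0.00879 without LSC1), with complement C7 up by 4.78 ± 1.05 (adjusted p = 0.00571) and MFAP5 down (-4.26 ± 0.7, adjusted p = 0.00114). HOX genes had 10 higher and 4 lower of 25, 11 and 4 adjusted over the list alone (median 0.05, camera adjusted p = 0.159), with HOXB4 up by 4.74 ± 0.73 (adjusted p = 0.000806). Pluripotency and stem cell genes had 3 higher and 3 lower of 10, the same adjusted over the list alone (camera adjusted p = 0.904), with the surface receptor CD44 down (-2.51 ± 0.54, adjusted p = 0.00503).

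With the patient as a block, 7623 genes differed between LSC and LDC, within 1.5 times the count without it. Left-out libraries moved the count to between 3703 and 5478, and the lower count to 1744 without LSC1. The block moved list calls by over 1.5 times to 15 higher and 1 lower for interferon, 1 and 5 for extracellular matrix, 12 and 1 for MHC class I, 4 and 15 for WNT signalling, 4 and 8 for TGF-beta and BMP, 5 and 7 for the steroid list, 1 and 2 for DNA methylation and 2 and 1 for leukocyte markers.

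The comparison of LIC with LDC asked how CD34-positive cells without CD49b differ from the differentiated cells. LIC carried markers of fibroblasts and LDC contractile genes: 18 of 23 contractile genes were lower in LIC and 6 of 17 fibroblast markers were higher. Complement C7 stood at 1220 ± 1200 CPM in LIC and 10.8 ± 6.27 in LDC, and MYH11 at 468 ± 199 and 6050 ± 1170 CPM (SD, n = 4). In all, 774 of 19334 genes differed, 415 higher and 359 lower in LIC.

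The contractile genes had a median of -2.56 (camera adjusted p = 4.56e-26, adjusted p = 0.11 with an estimated correlation), and 22 were lower adjusted over the list alone. MYH11 fell by 3.69 ± 0.6 (adjusted p = 0.00865), the smooth muscle actin ACTG2 fell by 3.67 ± 0.65 (adjusted p = 0.0117) and CASQ2, a calcium store protein, by 3.25 ± 0.6 (adjusted p = 0.0137). Also among the 8 largest falls, each in 4 of 4 patients, were FHL5 (-4.9 ± 0.83, adjusted p = 0.00973), the tight junction protein CLDN1 (-4.01 ± 0.58, adjusted p = 0.00461) and the adhesion protein L1CAM (-3.45 ± 0.55, adjusted p = 0.00744). Pericyte markers had 2 lower of 10, 5 adjusted over the list alone (median -1.5, camera adjusted p = 4.79e-05, adjusted p = 0.24 with an estimated correlation), with MCAM down (-2.48 ± 0.33, adjusted p = 0.00315).

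Fibroblast markers had 6 members higher and 1 lower, 13 and 1 adjusted over the list alone (median 2.51, camera adjusted p = 5.31e-08, adjusted p = 0.276 with an estimated correlation). C7 rose by 6.81 ± 1.15 (adjusted p = 0.00973), PI16 by 6.26 ± 0.99 (adjusted p = 0.00723, on 5 reads over the 4 LDC libraries) and FBLN2, a matrix protein, by 4.89 ± 0.89 (adjusted p = 0.0132). Also among the 8 largest rises, each in 4 of 4 patients, were the thrombin receptor F2RL2 (7.08 ± 0.81, adjusted p = 0.00203), the transporter ABCA9 (6.8 ± 0.89, adjusted p = 0.00296) and LY6H (6.55 ± 1.15, adjusted p = 0.0112). Extracellular matrix had 1 of 29 members higher, 5 adjusted over the list alone (median 0.92, camera adjusted p = 0.00054, adjusted p = 0.542 with an estimated correlation). That member, elastin ELN (2.49 ± 0.62, adjusted p = 0.0435), kept its call only without LSC1 or LIC1, and ended without LSC2 (0.0605), LSC3 (0.0577), LSC4 (0.0541), LIC2 (0.0869), LIC3 (0.0683), LIC4 (0.103), LDC1 (0.105), LDC2 (0.0925), LDC3 (0.0571) or LDC4 (0.123).

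The calls of 4 large rises were lost in some of the fits with 1 library left out. The lipocalin APOD (6.89 ± 1.34, adjusted p = 0.0171) was not called without LDC1 (0.0504) or LDC4 (0.0521), and the sodium channel SCN7A (6.82 ± 1.33, adjusted p = 0.0176) not without LDC4 (0.0522). The matrix protein RELN (7.06 ± 1.57, adjusted p = 0.0283) was not called without LDC1 (0.0727), LDC2 (0.0698), LDC3 (0.064) or LDC4 (0.09). The growth factor FIGF (6.34 ± 1.44, adjusted p = 0.03) was not called without LIC4 (4.4, adjusted p = 0.0653), LDC1 (0.0818), LDC2 (0.0723), LDC3 (0.0751) or LDC4 (0.0637). The same held for 3 large falls. DGKG (-3.7 ± 0.78, adjusted p = 0.0237) ended without LIC2 (0.0708), LIC3 (0.0592), LIC4 (0.0596) or LDC4 (0.0578), SLC38A11 (-3.44 ± 0.73, adjusted p = 0.0249) without LIC2 (0.0713), LIC4 (0.0653), LDC1 (0.0513), LDC3 (0.0532) or LDC4 (0.0588), and PCP4L1 (-3.44 ± 0.8, adjusted p = 0.0329) without LIC2 (0.0921), LIC3 (0.0769), LIC4 (0.0862), LDC2 (0.0675) or LDC4 (0.0905).

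Endothelial markers were higher in LIC than in LDC as a group (median 1.96, camera adjusted p = 3.21e-07, adjusted p = 0.495 with an estimated correlation), with 3 of 20 called and 17 adjusted over the list alone. Their mean log2 CPM was 5.85, 3.95, 4.11 and 2.4 in LIC and 2.59, 3.34, 1.89 and 2.55 in LDC of patients 1 to 4, so LIC1 stood highest and patient 4 went the other way. Lymphatic endothelial markers had 3 of 8 higher, 5 adjusted over the list alone (median 4.02, camera adjusted p = 0.0097, adjusted p = 0.495 with an estimated correlation, and 0.111 without LIC1). FLT4 was among them (4.75 ± 1.15, adjusted p = 0.0389). With the patient as a block its difference was 3.11 (adjusted p = 0.0873), without LIC1 it was 1.84, and its call ended without LSC2 (0.0531), LSC3 (0.0542), LSC4 (0.0594), LDC1 (0.103), LDC2 (0.0802), LDC3 (0.0936) or LDC4 (0.107). In LIC, FLT4 stood at 232 CPM in LIC1 and at 2.91 to 14.2 in the other libraries. Interferon genes had 3 of 21 higher, the same adjusted over the list alone (median 0.94, camera adjusted p = 0.000285, adjusted p = 0.495 with an estimated correlation). MHC class II genes had 0 of 10 called by edgeR, also adjusted over the list alone, and 1 higher both at an unadjusted p under 0.05 and by DESeq2. As a group they passed (median 1.19, camera adjusted p = 0.0181, adjusted p = 0.591 with an estimated correlation), but not without LIC1 (0.231), LIC2 (0.0828), LDC1 (0.0506), LDC3 (0.063) or LDC4 (0.056).

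Signalling lists held few called members between LIC and LDC. NOTCH genes had 2 higher and 1 lower of 16, 5 and 1 adjusted over the list alone, with the ligand DLL1 up by 3.08 ± 0.5 (adjusted p = 0.00853) and LFNG, which modifies NOTCH, by 2.9 ± 0.44 (adjusted p = 0.00565). The list passed the test (median 0.52, camera adjusted p = 0.0494, adjusted p = 0.495 with an estimated correlation), but not with the patient as a block (0.0608) or RLE scaling (0.0513), and endothelial markers, highest in LIC1, moved the same way. It also missed the threshold without LSC1 (0.0614), LSC2 (0.0564), LSC3 (0.0646), LSC4 (0.0533), LIC1 (0.119), LIC3 (0.18), LDC1 (0.0707) or LDC2 (0.285). TGF-beta and BMP signalling had 2 of 22 higher, the same adjusted over the list alone (camera adjusted p = 0.934), among them BMP4 (2.55 ± 0.47, adjusted p = 0.0142). WNT signalling had 1 higher and 2 lower of 25, 2 and 2 adjusted over the list alone (camera adjusted p = 0.934), among them WNT5B (-2.12 ± 0.35, adjusted p = 0.0093). Pluripotency and stem cell genes had 2 of 10 higher, and 2 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.962). The retinal dehydrogenase ALDH1A1 was up by 4.34 ± 0.9 (adjusted p = 0.0224), but was not called without LIC2 (0.0538), LDC1 (0.0609), LDC2 (0.0519) or LDC3 (0.0563). With edgeR, 0 of 17 MHC class I genes were called (1 at an unadjusted p under 0.05 and 0 by DESeq2, camera adjusted p = 0.759) and 0 of 25 HOX genes (8 and 3, camera adjusted p = 0.368), and 0 of either list adjusted over the list alone.

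With the patient as a block, 2093 genes differed between LIC and LDC, 1146 higher and 947 lower in LIC. The total fell to 357 without LIC2, 493 without LIC3, 468 without LIC4, 487 without LDC1, 515 without LDC3 and 274 without LDC4. The higher count fell to 253 without LIC2, 235 without LDC1, 275 without LDC2, 271 without LDC3 and 140 without LDC4, and the lower count to 104 without LIC2, 200 without LIC3, 149 without LIC4 and 134 without LDC4. The block moved list calls by over 1.5 times to 10 higher and 0 lower for interferon, 6 and 0 for extracellular matrix, 10 and 1 for fibroblast markers, 5 and 0 for endothelial markers, 0 and 5 for pericyte markers, 4 and 3 for WNT signalling, 2 and 1 for TGF-beta and BMP, 1 and 3 for HOX genes, 2 and 0 for the steroid list and 1 and 0 for MHC class II.

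Genes apart in LSC from both other populations numbered 1537 higher and 1022 lower. Of the endothelial markers, 18 of 20 (90%) were higher in LSC than in both. ESR2, the second estrogen receptor, stood at 49.1 ± 31.6 CPM in LSC, 3.91 ± 2.71 in LIC and 2.45 ± 1.39 in LDC (SD, n = 4), higher by 3.64 ± 0.6 (adjusted p = 0.00382) and 4.31 ± 0.62 (adjusted p = 0.000557). GREB1, which estrogen induces, stood at 70 ± 37.1, 425 ± 114 and 312 ± 106 CPM, lower in LSC than in LIC (-2.6 ± 0.48, adjusted p = 0.0057) and than in LDC (-2.16 ± 0.47, adjusted p = 0.00564). HLA-F, FZD4, NOTCH4 and ABCG2 were also higher, and BMPR1A, TGFB3, FZD2 and HEYL lower, than in both.

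The LSC libraries enter both contrasts, so part of this overlap may come from them. Independent lists of these sizes would share 273.7 higher and 241.6 lower genes. With the LSC libraries split into pairs, 1 pair for each contrast, in 6 ways, 344 to 924 genes were higher in both (43.5 to 116.6 for independent lists) and 18 to 244 lower (2 to 39.3). With the patient as a block the counts were 2411 higher and 2110 lower. Without LSC1 they were 958 and 414, and the lower count was 482 without LSC4 and 643 without LIC2.

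For DNA methylation, the question was whether enzymes that write or erase the mark differ in LSC. TET1, which oxidizes methylated cytosine (chromosome 10, 70320094 to 70454244), was lower in LSC, at 17.9 ± 9.17 CPM against 56.5 ± 22.3 in LIC and 43.4 ± 19.7 in LDC (SD, n = 4). It was below the other populations of the same patient in 4 of 4 patients. The difference from LIC was -1.66 ± 0.45 (adjusted p = 0.0263), a call that ended without LSC1 (-1.4, adjusted p = 0.07), LSC2 (-1.51, 0.0678), LSC4 (-1.76, 0.0502) or LIC4 (-1.44, 0.0641). The difference from LDC was -1.28 ± 0.45 (adjusted p = 0.0517), and it passed the test with the patient as a block (-1.2, adjusted p = 0.0308), with DESeq2 (0.0306), with no filter (0.0488), and without LSC3 (-1.58, 0.0326) or LDC2 (-1.5, 0.0278). Between LIC and LDC it was 0.38 ± 0.44 (adjusted p = 0.722).

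TET3 (chromosome 2, 74212037 to 74335303) stood at 70.2 ± 6.25 CPM in LSC, 104 ± 31.4 in LIC and 85.4 ± 6.6 in LDC. Its difference of -0.57 ± 0.22 from LIC did not pass the test (adjusted p = 0.0829), except without LIC1 (-0.73, adjusted p = 0.0292), nor did that of -0.28 ± 0.22 from LDC (adjusted p = 0.359). TET3 was lower in LSC than in LDC in every patient, but not than in LIC (73.6 CPM in LSC1 and 68.1 in LIC1). TET2 stood at 71.1 ± 20.8, 76.6 ± 27.7 and 80.1 ± 38.4 CPM, with no difference called (adjusted p = 0.847, 0.74 and 0.955). The methyltransferases DNMT1 (55 ± 10.4, 68.1 ± 34.4 and 76.6 ± 23.4 CPM), DNMT3A (37 ± 11.8, 47.1 ± 11.9 and 46.5 ± 10.4) and DNMT3B (2.36 ± 0.542, 1.99 ± 0.626 and 2.38 ± 0.672) had no call in any contrast, with adjusted p from 0.343 for DNMT1 between LSC and LDC upward. Neither had MBD1, which binds methylated DNA (46 ± 2.96, 37.2 ± 3.29 and 39.3 ± 4.38 CPM, lowest adjusted p = 0.198). MBD1 was highest in LSC in every patient, though in LSC4 only at 42.5 against 42.4 CPM in LDC4. Of 19 tested genes of the list, 0 rose and 2 fell against LIC, 1 rose and 1 fell against LDC, and 0 differed between LIC and LDC (0 at an unadjusted p under 0.05 and 0 by DESeq2). With edgeR, 0 in each contrast passed adjusted over the list alone (camera adjusted p = 0.793, 0.734 and 0.88).

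**Figure D3:**
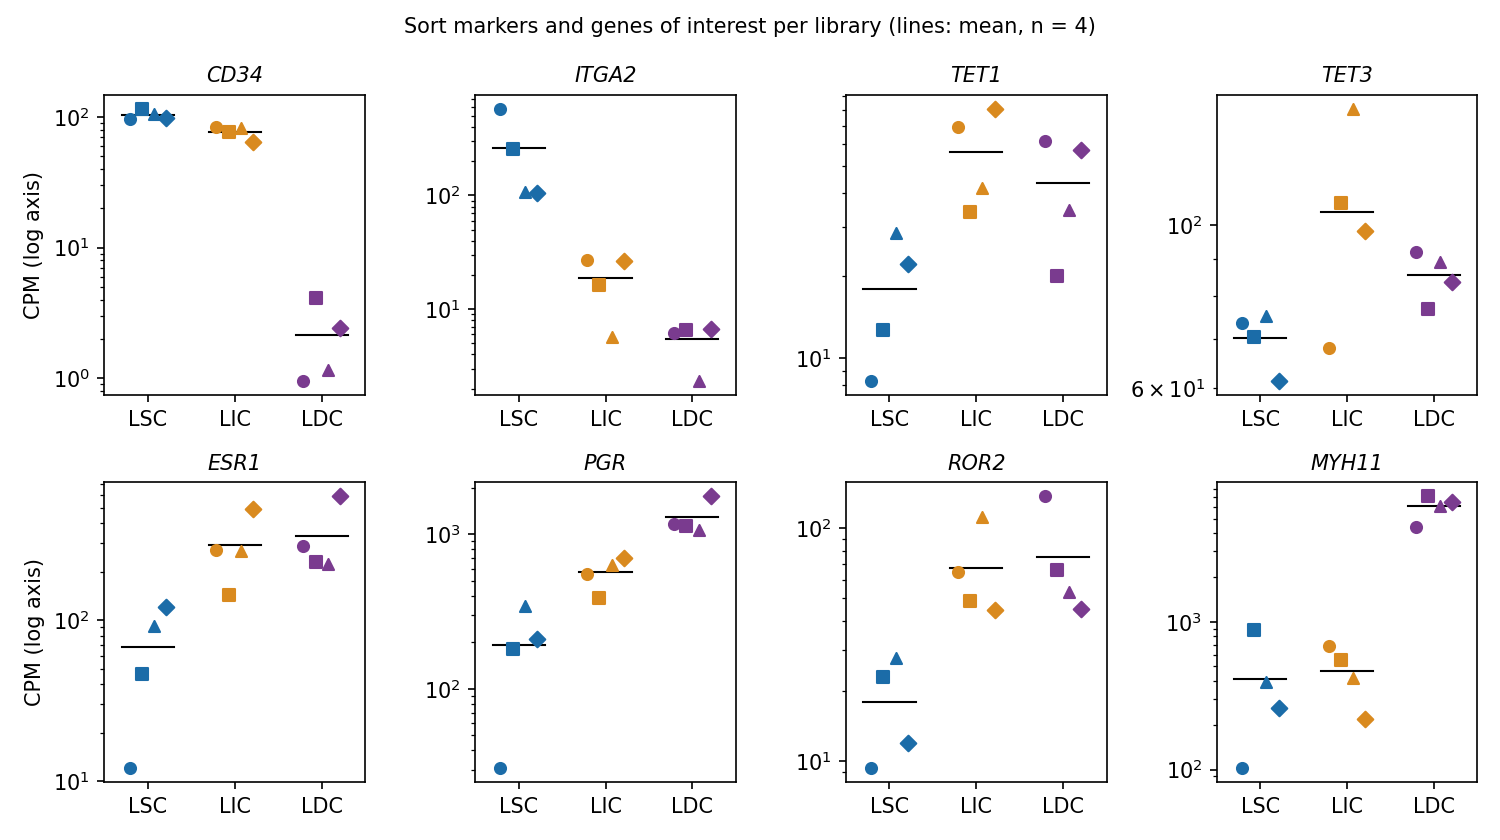
CPM of 8 genes in each library on log axes, with points shaped by patient and lines at the mean (n = 4). CD34 separates LDC from the other populations, ITGA2 is highest in LSC, and MYH11 averages 6050 CPM in LDC against 409 in LSC and 468 in LIC.

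The receptors ESR1 and PGR were lower in LSC than in LDC, and ESR1 also than in LIC. ESR1, the first estrogen receptor (chromosome 6, 151977826 to 152450754), stood at 67.7 ± 48.2 CPM in LSC, 293 ± 144 in LIC and 334 ± 176 in LDC (SD, n = 4). It fell by 2.3 ± 0.62 against LDC (adjusted p = 0.0159) and by 2.11 ± 0.61 against LIC (adjusted p = 0.0322). The call against LIC ended without LSC2 (-1.96, adjusted p = 0.0783), LIC3 (-2.13, 0.0511) or LIC4 (-1.76, 0.0779). PGR, the progesterone receptor (chromosome 11, 100900355 to 101000544), stood at 192 ± 129, 571 ± 136 and 1290 ± 331 CPM and fell by 2.75 ± 0.55 against LDC (adjusted p = 0.00335). Its difference of -1.57 ± 0.52 from LIC (adjusted p = 0.0519) passed the test with the patient as a block (-1.75, adjusted p = 0.0241), with DESeq2 (0.0181), with no filter (0.0498), and without LSC1 (-1.2, 0.0372) or LSC3 (-2.02, 0.029). The difference between LIC and LDC, -1.17 ± 0.52, did not (adjusted p = 0.247), except without LSC1 (-1.19, 0.0407). Both receptors were lower in LSC in 4 of 4 patients. The steroid list as a whole had 2 higher and 4 lower of 16 against LIC (3 and 6 adjusted over the list alone, camera adjusted p = 0.281), 3 and 5 against LDC (4 and 8, camera adjusted p = 0.692) and 0 called by edgeR between LIC and LDC, also adjusted over the list alone (3 at an unadjusted p under 0.05 and 2 by DESeq2, camera adjusted p = 0.614).

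ROR2, a receptor of WNT ligands (chromosome 9, 94325373 to 94712510), stood at 18.1 ± 8.79 CPM in LSC, 67.5 ± 30.9 in LIC and 75.6 ± 42.7 in LDC, lower in LSC than in LIC (-1.9 ± 0.46, adjusted p = 0.0157) and than in LDC (-2.06 ± 0.46, adjusted p = 0.00631). TIMP3, an inhibitor of metalloproteases (chromosome 22, 33197691 to 33259028), stood at 632 ± 76.6, 2210 ± 2200 and 864 ± 179 CPM. LIC3 held 5490 CPM and the other LIC libraries 848 to 1250. TIMP3 fell by 1.8 ± 0.52 against LIC (adjusted p = 0.0311), but by 0.81 without LIC3 (adjusted p = 0.0701), and it was not called without LSC1 (0.0875), LSC2 (0.0622), LSC3 (0.0543) or LSC4 (0.0726). Against LDC its difference was -0.45 ± 0.5 (adjusted p = 0.536). MYH11 did not differ between LSC and LIC past the threshold (-0.19 ± 0.54, adjusted p = 0.825).

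Few leukocyte, epithelial and nerve sheath genes were measured. Of 18 leukocyte markers 6 passed the count filter, and 2 of these rose in LSC against LIC and against LDC, the same adjusted over the list alone (camera adjusted p = 0.216 and 0.216). They were CD14 (2.07 ± 0.42 against LIC, adjusted p = 0.0083) and GNLY (2.71 ± 0.58, adjusted p = 0.00969), at 7.61 ± 3.45 and 1.92 ± 1.39 CPM in LSC. With edgeR 0 differed between LIC and LDC, also adjusted over the list alone, at an unadjusted p under 0.05 and by DESeq2 (camera adjusted p = 0.734). Of 7 tested epithelial markers 1 rose and 1 fell against LIC, and 1 rose and 2 fell against LDC, the same adjusted over the list alone (camera adjusted p = 0.983 and 0.856). The junction protein CLDN4 was the one that fell against LIC (-2.55 ± 0.47, adjusted p = 0.00566). Between LIC and LDC edgeR called 0, with 1 lower adjusted over the list alone, 2 at an unadjusted p under 0.05 and 1 by DESeq2 (camera adjusted p = 0.761). Mast and erythroid markers had 1 tested member each and Schwann cell markers 4, too few for a list test.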

Values the study reported

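The study reported RNA-seq of 12 samples from 4 patients. The study reported 2401 genes with higher expression in LSC and 1956 genes with lower expression in LSC, relative to LIC and LDC.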

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

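The test of LIC as a mixture, the Kendall's W of fibroblast markers and the ESR1 ratio were chosen after the result was seen, and thinning was added after the data were seen but before its own result. Among 439 groups of 4 libraries, 47 (10.7%) held a library far from the others, where chance gives about 1 in 20 groups of independent normal values. The values here are skewed and of correlated genes, so no excess over chance is shown. Levels below are in CPM, with the range of the other 3 libraries of that population in parentheses.

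LIC1 stood above the other LIC libraries in MMRN1, 202 (1.74 to 7.02), FLT4, 232 (2.91 to 14.2), RELN, 114 (0.923 to 18.1), MYOCD, 64.8 (3.84 to 5.63), MFAP5, 207 (36.5 to 46.6), DLL4, 53.4 (3.05 to 11.3), ECSCR, 9.81 (0.426 to 1.47), MPZL2, 11.6 (0.994 to 2.68), ESR2, 7.92 (2 to 2.98), FZD4, 61.2 (29.5 to 34.9), NPAS4, 18.9 (1.05 to 3.98), SLC5A4, 3.44 (0 to 0.526), ANGPTL1, 42.6 (1.47 to 4.55), and ASB5, 10 (0.0526 to 1.56). LIC3 stood above the others in TIMP3, 5490 (848 to 1250), CXCL14, 196 (6.11 to 24), PENK, 129 (0.847 to 4.94), FGF1, 53.5 (2.19 to 8.31), and WNT2, 52.4 (4.93 to 7.2). LIC4 was apart in FIGF, 115 (2.07 to 20.5), and GBP4, 5.19 (22.2 to 25.3). The mean log2 CPM of steroid receptors and cofactors was 6.08 in LIC2 (6.41 to 6.45).

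LSC1 was apart from the other LSC libraries in HLA-B, 2510 (1050 to 1220), HOXD9, 202 (118 to 130), HOXB4, 32.1 (10.2 to 11.4), GNLY, 4 (1.12 to 1.36), and TGFB3, 19.9 (46.6 to 51.7). LSC2 was apart in ATF3, 254 (187 to 194), APOD, 91.3 (4.94 to 17.1), PCP4L1, 3.73 (0.27 to 0.803), and the mean log2 CPM of pericyte markers, 4.93 (4.02 to 4.17). LSC3 stood out in CDH5, 866 (486 to 548), and CXCL14, 4.65 (0 to 0.426), and LSC4 in HEYL, 8.89 (4.72 to 4.9). Among LDC libraries, LDC1 was apart in MFAP5, 1250 (464 to 581), ANGPTL1, 144 (1.57 to 11.1), SLC24A2, 69.4 (1.47 to 10.4), and MX1, 50.2 (10 to 14.4). LDC2 was apart in APOD, 6.21 (0.255 to 1.25), ESR2, 4.54 (1.71 to 1.84), and the mean log2 CPM of steroid receptors and cofactors, 6.06 (6.27 to 6.31). LDC3 was apart in MBD1, 32.8 (40.9 to 42.4), ITGA2, 2.32 (6.11 to 6.71), and F2RL2, 0.957 (0.356 to 0.383), and LDC4 in PGR, 1780 (1070 to 1160), MCM2, 11 (5.46 to 5.99), and DNMT3B, 3.39 (2 to 2.08).

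Part of the reads entered no comparison, and whether this bears on the differences between populations was not tested. Reads in no annotated gene made up a median of 45% of the tallied reads (36.71 to 57.16%). Their mean share was 49.5% in LSC, 44% in LIC and 43.2% in LDC, higher in LSC than in LIC in 4 of 4 patients and than in LDC in 3 of 4, so a difference in RNA or library quality that goes with LSC is not excluded. The median share of reads aligned to several places was 4.9% (3.66 to 8.48%).

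The genes higher in LSC than in both may reflect endothelial cells in the sort: the lower of the median log2 fold changes of 20 endothelial markers was 3.25, and the most abundant of these, VWF, CD93 and CDH5, stood at 2800, 2200 and 608 CPM in LSC. No other list holds any of these markers, and 1519 of the 1537 genes are on no endothelial list, so their source was not tested gene by gene. Endothelium carries CD34, and the gate named no marker such as CD31 that would remove it, whereas leukocytes, which a CD45 antibody would remove, are argued against by 1 summed LSC count each of LYZ and TYROBP and by a median of -0.03 against LIC over 6 tested leukocyte markers, though it was 0.93 against LDC and 2 of the 6, CD14 and GNLY, were higher in LSC than in both. Library size is argued against by the 91.8% of these calls kept after thinning to the smallest total. An endothelial-like state of LSC themselves stays open and was not tested.

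Chance as the source of the counts was checked with the 35 splits of the 8 libraries of each contrast, which cannot exclude it. Every split but the real one mixes the populations within its groups, which widens their spread. Patients also pair the libraries, and few splits part all 4 patients. Only 1 split, the real one, gave as many genes: 3769 between LSC and LIC and 5287 between LSC and LDC, with 0 as the highest of the other splits in each, and 774 between LIC and LDC, with 5 as the highest. The other 7 splits that part all 4 patients gave 0 genes at most, in each contrast, while the split with 5 genes parted 0 patients.

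The place of LIC on the line from LSC to LDC could come from LIC libraries that mix cells of both. However, 116 genes were higher in LIC than in both (493 with the patient as a block), where the level of a mixture lies between those of its parts. LAMC3, at 116 CPM in LIC against 4.25 in LSC and 6.13 in LDC, was among them. Some mixing beside cells of its own kind, and an intermediate state, stay open.

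Reads of fibroblast markers in LSC may come in part from LIC cells in the sort. Of 17 markers, 10 stood at 10 CPM or more in LIC and at least 4 times their level in LDC. These ranked the patients alike in their ratio of LSC to LIC (Kendall's W 0.85, median 0.08 over 10000 random lists, 0% as high). The random lists were drawn from genes at 10 CPM or more in LIC, with no condition on LDC. W was 0.5 over all 17 markers, and CLEC3B, one of those left out, was higher in LSC than in LIC in each patient. The median ratios were 4.92, 18.3, 54.9 and 17.5% in patients 1 to 4. In patient 3 the ranked markers DPT and C7 had ratios of 183 and 184%. LIC cells at the levels of that patient's LIC library could not by themselves give levels above it. The spread of the ratios within a patient was 0.69 on the log2 scale against 1.03 for random lists, with 10.35% of these as low, so a shared source was not set apart from a shared regulation. The ESR1 ratio was 4.4, 32.3, 34.4 and 24.6% in patients 1 to 4, within the range of the ranked markers in 3 of the 4 patients. Those ranges were 3.46 to 18.5, 15.7 to 20.3, 18 to 184 and 15.5 to 57.4%. ESR1 lay above the range in patient 2, where it was narrowest, and the wide ranges of patients 3 and 4 test little. LIC cells in the sort and ESR1 of LSC themselves cannot be told apart by this ratio, since both give reads in the same libraries.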

How the results depend on the processing

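Thinning every library to the smallest total was chosen after the data were seen, and it gave 1470 genes higher and 974 lower in LSC than in both. Of the calls of genes taken by the naming rule, 210 of 210 kept direction and threshold with DESeq2, 212 of 215 with RLE scaling, 211 of 215 with no filter, 213 of 215 with the patient as a block and 194 of 211 with only the 8 libraries compared, which are fewer samples, and 0 turned in these settings. Calls of genes to which a setting gave no adjusted p were left out of its total. The totals for DESeq2 and for the 8 libraries are therefore below 215, and calls left out are not counted as kept or lost. With each library left out in turn, 52 of 77 calls between LSC and LIC, 71 of 92 between LSC and LDC and 22 of 46 between LIC and LDC were kept in all 12 fits. Where a call or count was not kept, the cause was not tested.

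With the patient as a block, the counts were 6622 between LSC and LIC, 2093 between LIC and LDC, 2411 higher in LSC than in both and 2110 lower. That block kept 99.6, 99.5 and 99.4% of the calls between LSC and LIC, LSC and LDC, and LIC and LDC. DESeq2 gave 1897 genes between LIC and LDC. A fold of at least 2 left 3162, 4501 and 731 genes. With each library left out, counts ran from 1932 (without LSC1; 2336 without LSC4 and 2391 without LIC2) to 4120 between LSC and LIC, and from 3703 to 5478 between LSC and LDC. Between LIC and LDC they ran from 274 (without LDC4; 357, 493, 468, 487 and 515 without LIC2, LIC3, LIC4, LDC1 and LDC3) to 910. Genes higher in LSC than in both ran from 958 (without LSC1) to 1623, and lower from 414 (without LSC1; 482 without LSC4 and 643 without LIC2) to 1089.

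ITGA2 between LIC and LDC passed the threshold at 1.79 with DESeq2 and 1.7 with the block. TET1 between LSC and LDC passed at -1.28 with DESeq2, -1.29 with no filter and -1.2 with the block, and PGR between LSC and LIC at -1.57, -1.58 and -1.75. DNMT3B between LSC and LDC, not past the threshold, was 0.01 with RLE scaling and 0.04 with the block. TIMP3 between LSC and LIC missed the threshold at -1.79 with only the 8 libraries. The block also ended the calls of EGR1 between LSC and LDC (-1.12, adjusted p = 0.06, against -1.45, adjusted p = 0.0475), named here for that reason after its values were seen, and of FLT4 between LIC and LDC (3.11, adjusted p = 0.0873), and it changed no other named call among those that had passed.

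With each library left out, log2 fold changes between LSC and LIC ran from -1.97 to -1.4 for TET1, not past the threshold without LSC1 (-1.4), LSC2 (-1.51), LSC4 (-1.76) or LIC4 (-1.44), -0.29 to 0.17 for TET2, -0.73 to -0.36 for TET3, past it without LIC1 (-0.73), -0.54 to 0.06 for DNMT1, -2.53 to -1.74 for ESR1, not past it without LSC2 (-1.96), LIC3 (-2.13) or LIC4 (-1.76), -2.02 to -1.2 for PGR, past it without LSC1 (-1.2) or LSC3 (-2.02), -2.07 to -0.81 for TIMP3, not past it without LIC3 (-0.81) or any 1 LSC library (-1.72, -1.83, -1.84 and -1.78 without LSC1 to LSC4), and -0.89 to 0.13 for MYH11. Between LSC and LDC they ran from -1.58 to -1.04 for TET1, past it without LSC3 (-1.58) or LDC2 (-1.5), -0.36 to 0.2 for TET2 and -0.1 to 0.22 for DNMT3B. Between LIC and LDC they ran from -0.33 to 0.31 for TET2, -0.54 to 0.07 for DNMT1, -0.15 to 0.14 for DNMT3A, -0.54 to 0.25 for ESR1, -1.28 to -0.97 for PGR, past it without LSC1 (-1.19), and -0.53 to 0.29 for ROR2.

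Of 63 list tests, 29 passed the threshold with camera, 29 with no filter, 26 with RLE scaling, 25 with the block, 23 with fry and 0 with an estimated correlation, where 9 had an unadjusted p under 0.05. The block ended the calls of NOTCH genes between LSC and LDC (0.0711) and LIC and LDC (0.0608), and between LSC and LDC those of lymphatic (0.0647) and pericyte markers (0.0581). The position of LIC was 0.6 with the 1000 most variable genes and ran from 0.633 to 0.686 with each patient left out. Depth limited genes at low levels: GPR126, FAM110D, SLC5A4 and PI16 rested on 20, 10, 8 and 5 summed reads in LDC.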

Other observations

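Of 16 proliferation genes 12 were tested, at a mean log2 CPM of 0.96 ± 0.22 in LSC, 0.92 ± 0.32 in LIC and 1.02 ± 0.35 in LDC (SD, n = 4). Between LSC and LIC 1 was higher, also adjusted over the list alone (camera adjusted p = 0.88): the mitotic cyclin CCNB2, at 3.64 ± 0.318 against 1.11 ± 0.0867 CPM (SD, n = 4; 1.71 ± 0.35, adjusted p = 0.00875, higher in 4 of 4 patients). Between LSC and LDC 1 was higher and 1 lower, the same adjusted over the list alone (camera adjusted p = 0.836), and MCM2, part of the replication helicase, fell by 1.9 ± 0.34 (adjusted p = 0.00192, lower in 4 of 4 patients). Between LIC and LDC edgeR called 0, also adjusted over the list alone, 3 at an unadjusted p under 0.05 and DESeq2 0 (camera adjusted p = 0.368). Immediate early and dissociation stress genes had 0 of 16 called by edgeR between LSC and LIC, also adjusted over the list alone (5 at an unadjusted p under 0.05, 3 by DESeq2, and 1 higher and 5 lower by edgeR with the patient as a block, camera adjusted p = 0.356), 1 higher and 3 lower between LSC and LDC (1 and 2 adjusted over the list alone, camera adjusted p = 0.503), and 0 by edgeR between LIC and LDC, also adjusted over the list alone (1 at an unadjusted p under 0.05, 0 by DESeq2, and 1 higher and 1 lower with the block, camera adjusted p = 0.904). The stress factor ATF3 stood at 205 ± 32.4 CPM in LSC and 605 ± 273 in LDC and fell by 1.56 ± 0.34 (adjusted p = 0.0059, lower in 4 of 4 patients). Lymphatic endothelial markers had 0 of 8 called by edgeR between LSC and LIC, also adjusted over the list alone (3 at an unadjusted p under 0.05, 2 by DESeq2, and 2 higher and 2 lower with the block, camera adjusted p = 0.761).

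Genes apart in LIC from both other populations numbered 116 higher and 47 lower (493 and 154 with the patient as a block). LAMC3 was higher in LIC than in LDC by 4.24 ± 0.79 (adjusted p = 0.0141) and DLK1 by 5.04 ± 1.11 (adjusted p = 0.0279). Genes apart in LDC numbered 285 higher and 255 lower (717 and 635 with the patient as a block).

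In 11 list tests, none of them past the threshold, the median, the mean and the direction of the test differed in sign.

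With edgeR, 1537 genes were higher in LSC than in both LIC and LDC. That is lower than the value quoted from the study above. With edgeR, 1022 genes were lower in LSC than in both. That is also lower than the value quoted from the study above. The text of the paper counts genes relative to both other populations and a figure legend relative to either, so the sets may differ. Genes higher in LSC than in LDC numbered 2639 with edgeR and 3452 with DESeq2, and lower genes 2648 and 3406. A count relative to either would hold at least these. They exceed the values quoted from the study, which argues against that reading. Requiring both with DESeq2 gave 2058 and 1513. Blocking on the patient, edgeR gave 2411 and 2110. Those counts are higher than the values quoted from the study above.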
